A study of Mus musculus with 8 samples. Its data were reported in "Cytokine enrichment in deep cerebellar nuclei is contributed by multiple glial populations and linked to reduced amyloid plaque pathology" (2023).

How the data were processed

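RNA of single nuclei was measured with the droplet-based 10x Chromium 3' assay in 8 libraries from male mice at 7 months of age. Nuclei came from the entorhinal cortex (EC) and from tissue holding the deep cerebellar nuclei (DCN), of wild-type (WT) mice and of App KI mice, which carry the App NL-G-F allele (a humanised amyloid-beta sequence with familial Alzheimer's disease mutations in the mouse App gene). The 4 groups (EC App KI, EC WT, DCN App KI, DCN WT) hold 2 libraries each, numbered replicate 1 and replicate 2. Per the study's methods, the DCN was dissected after the cerebellum had been sectioned on a vibratome, and the EC was not, so region and dissection coincide in every library.

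The deposited matrices hold raw UMI counts per gene and cell barcode, without normalisation, made with Cell Ranger 3.1.0, as the study's methods and the headers of 7 matrices say, and with a pre-mRNA reference of the mouse genome build mm10, which counts intronic reads. The deposited barcode and gene lists give the order of the columns and of the matrix entries. The matrix of EC App KI replicate 2 names no software. It held 3 barcodes over the mitochondrial limit given below and none under 754 UMIs, and came with gene symbols in place of gene identifiers, so all libraries were joined on symbols made unique in the same way. All 8 libraries were mapped to a group, and no barcode filter of the study was applied to them beyond the cell calling of Cell Ranger, as far as the labels say. A total of 30982 genes were used, of which 30875 had coordinates in the GENCODE vM21 annotation (mm10). The 107 genes without coordinates took no part in tests of gene length.

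Barcodes with more than 5% of UMIs from mitochondrially encoded genes (677 of 116094) or with fewer than 500 UMIs were removed, which left 115417 nuclei. Each library was then clustered alone with scanpy 1.11.5 (Python 3.11.15, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). Counts were scaled to 10000 per nucleus and log-transformed. The 5000 most variable genes were reduced to 45 principal components in DCN and 60 in EC, and Leiden clusters (leidenalg 0.10.2, igraph 0.11.9) were found at resolution 1 over 20 neighbours. Doublets were scored with Scrublet as scanpy runs it, and the nuclei with the highest scores were called, at a rate of 0.8% per 1000 barcodes. The 14334 called doublets were removed, and clusters with over 60% doublets stayed unnamed. Clusters that held 2 related classes (endothelial cells with pericytes, or OPCs with committed precursors) were divided further at resolution 0.5.

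Clusters were named from a table of marker genes for 14 classes of cells. A name other than a neuronal one needed markers at a mean log2 fold of at least 1.5 over the other clusters, at least 3 of them detected in 10% of the nuclei at over 2 times that level, and more leading genes of the class than of any other. Remaining clusters were named neuronal by the markers of the neuronal class that scored higher, if their median UMI count was at least 50% of that of the library. Of 265 clusters, 214 were named, with 81877 of the 101083 nuclei without doublets. The 19206 other nuclei were left out, mostly because mitochondrial transcripts led their cluster or because its UMI counts were low. UMIs were summed per library and class, so that the library and not the nucleus is the replicate. Microglia, astrocytes, oligodendrocytes, oligodendrocyte precursor cells (OPCs) and endothelial cells were tested in both regions. Glutamatergic neurons and GABAergic and glycinergic neurons were tested in EC alone, since the neuron types of the 2 regions differ.

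Sums were normalised with TMM factors and tested with the quasi-likelihood F test of edgeR 4.0.16 (robust, R 4.3.3), with the 4 groups as means in 1 model per class, after filterByExpr (minimum count 10, minimum total count 15). Any library with fewer than 10 nuclei of a class would have been left out, and every tested class passed in all of its libraries. P-values were adjusted with the Benjamini-Hochberg method over the genes of a comparison, and genes with an adjusted p under 0.05 are said to have risen or fallen. The SE of a log2 fold change is the fold change divided by the square root of F. The comparisons were App KI against WT within EC, App KI against WT within DCN, WT DCN against WT EC, and the difference between the App KI effects of EC and DCN. Glia of EC and DCN were the subject of the study, which tested them over nuclei. Residual degrees of freedom were 4, and 2 for neurons. The biological coefficient of variation ran from 10.6% in GABAergic and glycinergic neurons to 18.6% in endothelial cells. P-values measure only the spread between these libraries. By the study's count of mice EC and DCN libraries share animals. Neither the labels nor the study say which libraries share a mouse, so the replicate numbers entered no model except as an alternative.

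Groups of genes were tested from 29 lists with 659 genes, written before the data were examined, as were the comparisons, the tests and most alternatives. The lists cover disease-associated microglia, homeostatic microglia, cytokines, interferon response, MHC class I, NF-kB signalling, PI3K-AKT signalling, APP processing, cell cycle, peripheral immune cells, reactive astrocytes, homeostatic astrocytes, glucocorticoid response, disease-associated oligodendrocytes, myelin, OPC identity, blood-brain barrier, endothelial activation, and immediate early and stress genes. Others hold markers of RNA from other cells or of RNA quality, namely granule cells, cortical glutamatergic neurons, neurons in general, oligodendrocytes and mitochondrially encoded genes. The last 5 hold genes that the study names for microglia in App KI or DCN, astrocytes in App KI or DCN, and oligodendrocytes in App KI. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 228 combinations of list, class and comparison. Of these, 132 passed. With a correlation estimated from the data 1 of the 132 also passed (the glucocorticoid response in DCN oligodendrocytes), and with fry 37 did. Camera compares a list with the other genes, and fry tests whether its genes move 1 way on balance. Unless another test is named, the adjusted p of a list is camera's.

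Genes are named by a fixed rule. Per comparison and class it takes the 8 highest and the 8 lowest log2 fold changes among genes past the threshold whose libraries do not overlap between the groups, with a mean of at least 20 CPM in the higher group. It leaves out predicted genes and genes prone to come from other cells (a class mean under 10% of that of the class with the highest mean, in both groups). It adds up to 6 members of each list by smallest p, the genes that the study names for the class, and App. A fold change against a group with no counts is given as a lower bound against 3 counts over the group. With 1 to 3 counts the ratio of pooled counts over pooled UMIs of the class is given with its exact 95% counting interval, which covers counting error only. Some genes are not reported here.

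Shares of nuclei were compared with 2-sided exact permutation tests, in which 2 libraries against 2 give no p below 0.333. With simulated counts at the depths and dispersions of these libraries, in which 200 genes were changed (seed 1), edgeR found 39% of the genes changed 2-fold and 86% of those changed 4-fold for EC microglia (11095 genes tested). The shares were 19% and 68% for DCN microglia (11115 genes), 62% and 87% for EC astrocytes (14594 genes), 60% and 94% for DCN oligodendrocytes (12966 genes), and 18% and 84% for EC endothelial cells (11207 genes).

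Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, the replicate number as a block, doublets kept, at least 1000 UMIs per nucleus, genes prone to come from other cells left out, fry and an estimated correlation for lists, and each library left out in turn. Leaving out a library leaves its group with 1 library, which is assumed to vary like the other groups. Added after seeing the data were the naming of doublet clusters and the removal of the gene length trend of each library, fitted as a natural spline with 4 degrees of freedom on genes above 20 CPM. Figures were drawn with matplotlib 3.10.9.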

Results

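Single-nucleus RNA of the entorhinal cortex (EC) and the deep cerebellar nuclei (DCN) was profiled in male WT and App KI mice at 7 months of age, to compare glia of a cortical region with early plaque load with glia of a cerebellar region that is spared. The 8 libraries formed 4 groups of 2. They held 116094 barcodes and 495246780 UMIs. In DCN the totals were 28267399 UMIs (WT replicate 1), 47146738 (WT replicate 2), 51083929 (App KI replicate 1) and 54297439 (App KI replicate 2). In EC they were 85378650 (WT replicate 1), 41566291 (WT replicate 2), 95269471 (App KI replicate 1) and 92236863 (App KI replicate 2). The median UMI count per nucleus ran from 2339 in DCN WT replicate 1 to 4622 in EC App KI replicate 2. The male-specific gene Ddx3y was at 59.4 to 83.8 CPM and the female-specific Xist at 0.172 to 0.481 CPM across the 8 libraries.

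Microglia made up 8.66% ± 0.242 (SD, n = 2) of the named nuclei in EC of App KI mice and 6.16% ± 0.960 in EC of WT mice, a difference of 2.50 percentage points. Both App KI libraries lay above both WT libraries (exact permutation test, p = 0.333, the smallest that 2 against 2 allows). Among non-neuronal nuclei the difference was 2.06 points and the libraries overlapped (exact permutation p = 0.667). In DCN the share was 2.96% ± 0.673 in App KI and 1.58% ± 0.768 in WT. Glutamatergic neurons made up 41.1% ± 0.192 of EC App KI nuclei and 49.7% ± 2.77 of EC WT nuclei. Oligodendrocytes were the most frequent glia in DCN, at 36.3% ± 4.00 in App KI and 25.9% ± 11.2 in WT. Astrocytes made up 19.8% ± 1.89 of EC App KI nuclei and 14.3% ± 5.70 of EC WT nuclei. Clusters were named peripheral immune cells in both EC App KI libraries (0.191% ± 0.0463) and in neither EC WT library, which does not show that such cells were absent there. Between 6.72% and 32.5% of the nuclei of a library stayed unnamed, so the shares describe named nuclei only.

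**Figure D1:**
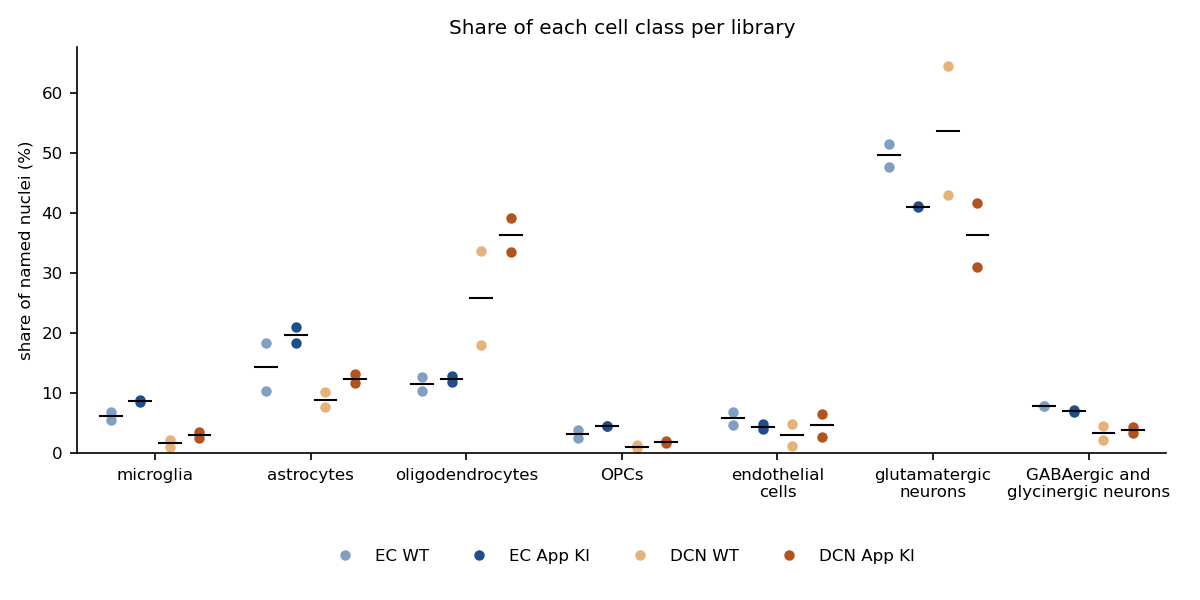
Share of named nuclei (percent) per class, with 1 point per library and bars at the mean of the 2 libraries of a group. Microglia lie at a mean of 8.66% in EC App KI and 6.16% in EC WT, and oligodendrocytes at 36.3% in DCN App KI and 25.9% in DCN WT.

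App levels of the 2 genotypes overlapped in microglia, at 417 and 359 CPM in the EC App KI libraries and 422 and 348 CPM in the EC WT libraries. Among the tested classes App had its highest CPM in oligodendrocytes. The values there were 1287 and 1174 CPM (EC App KI), 1323 and 1649 CPM (EC WT), 1475 and 1463 CPM (DCN App KI) and 1589 and 1655 CPM (DCN WT). In astrocytes the EC values were 224 and 198 CPM in App KI and 264 and 247 CPM in WT. Both App KI libraries lay below both WT libraries there and, in both regions, in oligodendrocytes, OPCs and both classes of neurons. These App values are CPM over all UMIs of the class, without TMM factors. With the normalised CPM used for other genes, EC glutamatergic neurons overlapped, at 582 and 498 CPM in App KI and 567 and 595 CPM in WT. No test between the genotypes called App (edgeR, smallest adjusted p = 0.534). The level is no check of genotype, because counts from the 3' end do not read the edited bases.

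EC microglia of App KI mice were compared with those of WT mice for genes that respond to plaques. In the EC App KI libraries Dkk2, which encodes an inhibitor of Wnt signalling, was at 126 ± 21.5 CPM against 0.372 ± 0.525 CPM in WT (SD, n = 2), a ratio of 282 (95% counting interval 50.4 to 11200, chromosome 3, 132085292 to 132180304, mm10). Mamdc2 reached a ratio of 291 (52.0 to 11500), the growth factor Igf1 151 (51.6 to 735) and the protease inhibitor Cst7 52.1 (9.13 to 2080). Egln3, a sensor of oxygen, was at least 53.6-fold higher, with no count in WT. The lipoprotein lipase Lpl rose by 3.50 ± 0.31 on the log2 scale (SE, adjusted p = 2.47e-05), from 5.97 ± 1.02 to 69.7 ± 5.98 CPM. In all, 185 genes rose and 53 fell among 11450 tested. Without EC WT replicate 2 the counts were 78 and 20, and without EC App KI replicate 2 they were 62 and 8.

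Of 35 measured genes of disease-associated microglia 18 rose and none fell (23 adjusted over the list alone), with a median log2 fold change of 1.98 (adjusted p = 1.6e-46, adjusted p = 0.116 with an estimated correlation). Members included Csf1 (3.43 ± 0.38), the integrin Itgax (4.17 ± 0.68, adjusted p = 0.00631), the receptor kinase Axl (ratio 35.8, 12.1 to 175) and the glycoprotein Gpnmb (ratio 19.5, 6.49 to 95.9). The chemokines Ccl3 (4.07 ± 0.43, adjusted p = 9.37e-05) and Ccl4 (4.12 ± 0.42) rose too. Among 34 cytokines 6 rose and none fell (7 rose and 1 fell adjusted over the list alone, median 0.20, adjusted p = 2.59e-05, adjusted p = 0.234 with an estimated correlation). The cytokine Il1b had a ratio of 11.2 (3.65 to 55.5). Apoe (-0.20 ± 0.39, adjusted p = 0.885), Trem2 (-0.05 ± 0.35, adjusted p = 0.974) and Tyrobp (0.15 ± 0.25, adjusted p = 0.862), which the disease-associated state is known to need, did not pass. Each of these genes turned in direction in at least 1 fit with a library left out. All 9 genes that the study names for App KI microglia had positive fold changes and 7 rose (9 adjusted over the list alone, median 3.50, adjusted p = 9.32e-42, adjusted p = 0.106 with an estimated correlation), which is not independent evidence. Homeostatic genes were lower, and 2 of 30 fell (1 rose and 15 fell adjusted over the list alone, median -0.49, adjusted p = 3.43e-08, adjusted p = 0.354 with an estimated correlation). The 2 were Tmem119 (-1.35 ± 0.27, adjusted p = 0.0321) and Ltc4s (-0.73 ± 0.16, adjusted p = 0.0304), while P2ry12 (-0.54 ± 0.25, adjusted p = 0.343) and Cx3cr1 (-0.56 ± 0.15, adjusted p = 0.0773) did not pass. Outside the lists, the membrane protein gene Ecscr (-1.55 ± 0.25, adjusted p = 0.00362) and the transferase subunit Ddost (-1.52) fell the most.

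**Figure D2:**
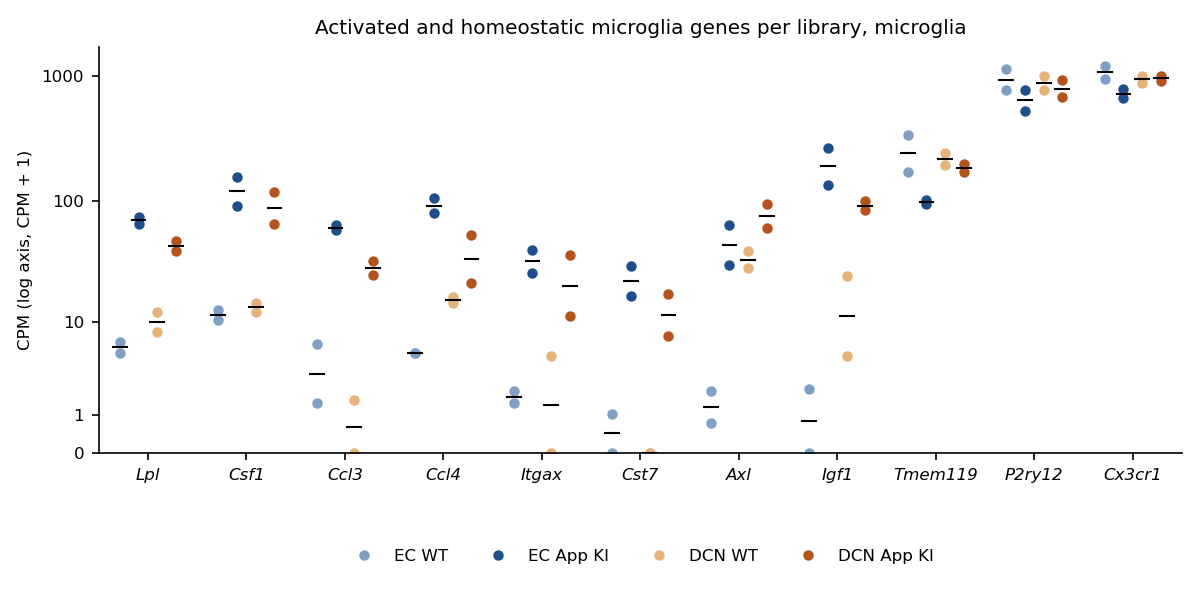
CPM of activated and homeostatic genes in microglia (log axis, CPM + 1), with 1 point per library and bars at the group mean on that axis. The libraries lie for Lpl at 65.4 and 73.9 in EC App KI and 6.69 and 5.25 in EC WT, and at 39.0 and 47.4 in DCN App KI and 12.3 and 8.15 in DCN WT.

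Interferon response genes were higher in EC App KI microglia, where 3 of 38 rose (11 rose and 1 fell adjusted over the list alone, median 0.38, or 0.35 with genes near 0 counts at their bound, adjusted p = 1.78e-05, adjusted p = 0.39 with an estimated correlation). They were the DNA sensors Ifi207 (2.80 ± 0.49, adjusted p = 0.00741) and Ifi204 (2.29 ± 0.48) and the ubiquitin ligase Trim25 (1.08 ± 0.25). Ifi207 (chromosome 1, 173723427 to 173741747, mm10) lies near Aim2 (173350879 to 173466040), which fell in App KI oligodendrocytes. Whether a difference between the mice at this locus moved these genes was not tested. Nlrc5, which switches on MHC class I genes, rose by 2.07 ± 0.32 (adjusted p = 0.00323), the 1 of 17 MHC class I genes to do so (median 0.16, adjusted p = 0.115). Of 19 glucocorticoid response genes Fkbp5 (1.38 ± 0.20, adjusted p = 0.00295) and Zbtb16 (1.50 ± 0.35) rose (3 adjusted over the list alone, median 0.24, adjusted p = 0.00293, adjusted p = 0.153 with an estimated correlation). Apbb2 rose by 1.43 and Itm2b fell by 0.66 among 21 genes of APP processing, whose median (-0.025) and mean (0.002) had opposite signs (adjusted p = 0.781). NF-kB genes had a median of -0.008 and a mean of 0.08 (1 of 29 rose, Otulin, adjusted p = 0.76). PI3K-AKT genes had a median of -0.018 and a mean of 0.18 (1 of 28 fell, Prkca, 3 up and 2 down adjusted over the list alone, adjusted p = 0.368). No gene of 8 for the cell cycle passed (adjusted p = 0.685), nor of 6 for peripheral immune cells (median 1.26, or 0.38 at the bound, adjusted p = 0.296). With edgeR 1700 genes had an unadjusted p under 0.05, and DESeq2 called 162 up and 18 down, of which edgeR shared 135. Markers of cortical glutamatergic neurons moved with the App KI group (median 0.24, adjusted p = 0.000451, adjusted p = 0.228 with an estimated correlation), as did neuronal genes in general (median 0.58, adjusted p = 0.00351, adjusted p = 0.371 with an estimated correlation). Mitochondrially encoded genes did not pass (median 0.09, adjusted p = 0.723).

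In EC astrocytes the complement gene C4b rose from 40.4 ± 8.29 CPM in WT to 125 ± 9.75 CPM in App KI (SD, n = 2), a log2 fold change of 1.59 ± 0.18 (SE, adjusted p = 0.00142). The protease inhibitor Serpina3n (2.25 ± 0.50, adjusted p = 0.0346), the transcription factor Stat3 (1.01 ± 0.17, adjusted p = 0.0096), Aspg (1.89 ± 0.27, adjusted p = 0.00463) and the cytokine receptor Osmr (1.31 ± 0.31, adjusted p = 0.0493) also rose, and all are genes of reactive astrocytes. The lipid carrier Apoe fell by 1.70 (SE 0.17, adjusted p = 0.00142), from 5578 ± 252 to 1713 ± 211 CPM. Of 20 reactive genes 5 rose and 2 fell (8 and 2 adjusted over the list alone, median 0.47, adjusted p = 0.000716, adjusted p = 0.258 with an estimated correlation). Gfap, the classic marker of reactive astrocytes, was higher without passing (1.72 ± 0.50, adjusted p = 0.163). In all, 215 genes rose and 155 fell among 14938 tested. Without EC WT replicate 1 the counts were 119 and 53, without EC WT replicate 2 they were 49 and 71, and without EC App KI replicate 2 they were 44 and 41.

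Genes of other groups moved in the same astrocytes. Of 24 glucocorticoid response genes 4 rose (8 rose and 1 fell adjusted over the list alone, median 0.45, adjusted p = 1.98e-06, adjusted p = 0.116 with an estimated correlation), among them Klf15 (0.81 ± 0.13) and Fkbp5 (1.30 ± 0.31, adjusted p = 0.0448). The enzyme Hsd11b1, which makes active glucocorticoid, fell by 1.39 (SE 0.15). Genes of APP processing were lower, with 3 of 25 down (1 up and 4 down adjusted over the list alone, median -0.17, adjusted p = 0.000382, adjusted p = 0.153 with an estimated correlation), and these included Clu (-0.88 ± 0.19, adjusted p = 0.0346) and Itm2b (-0.95 ± 0.13). PI3K-AKT genes were higher, with Irs2 (1.57) among the 2 of 31 that rose (5 adjusted over the list alone, median 0.22, adjusted p = 3.69e-05, adjusted p = 0.207 with an estimated correlation). The cholesterol genes Lss (-1.42 ± 0.28, adjusted p = 0.0302) and Stard4 (-1.40 ± 0.33) fell. Homeostatic astrocyte genes showed no call in 22 with edgeR (1 up and 1 down adjusted over the list alone, median 0.11, adjusted p = 0.352). Of 8 genes that the study names for App KI astrocytes 3 rose (6 adjusted over the list alone, median 0.92, adjusted p = 1.14e-07, adjusted p = 0.151 with an estimated correlation), which is not independent evidence. Markers of cortical glutamatergic neurons (median 0.27, adjusted p = 0.0093, adjusted p = 0.258 with an estimated correlation) and neuronal genes in general (median 0.31, adjusted p = 0.00305, adjusted p = 0.329 with an estimated correlation) were higher too.

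In EC oligodendrocytes of App KI mice C4b rose by 2.41 ± 0.46 (SE, adjusted p = 0.0491), from 13.5 ± 4.52 to 69.0 ± 28.5 CPM (SD, n = 2). Some glucocorticoid response genes rose as well. The co-chaperone Fkbp5 rose by 1.84 ± 0.28 (adjusted p = 0.027), the kinase Sgk1 by 1.50 ± 0.20 (adjusted p = 0.024), and the transcription factors Zbtb16 by 2.07 ± 0.33 (adjusted p = 0.035) and Hif3a by 1.95 ± 0.32 (adjusted p = 0.027). Of 22 measured genes 5 rose and none fell (11 adjusted over the list alone, median 0.60, adjusted p = 4.15e-16, adjusted p = 0.0538 with an estimated correlation, 22 of 22 positive). The inflammasome sensor Aim2 fell by 1.69 (SE 0.27), Apoe by 1.38 (SE 0.24, adjusted p = 0.0344) and Serpinb1a by 1.32. Of 15 genes of disease-associated oligodendrocytes 3 rose (5 up and 2 down adjusted over the list alone, median 0.16, adjusted p = 0.0518). No myelin gene of 23 passed with edgeR (1 up and 2 down adjusted over the list alone, median -0.08, adjusted p = 0.117). Of 8 genes that the study names for App KI oligodendrocytes 4 rose (6 up and 1 down adjusted over the list alone, median 1.00, adjusted p = 5.21e-09, adjusted p = 0.151 with an estimated correlation), which is not independent evidence. Markers of cortical glutamatergic neurons were higher in App KI (3 of 20 rose, median 0.40, adjusted p = 3.47e-06, adjusted p = 0.342 with an estimated correlation). So were neuronal genes in general (median 0.49, adjusted p = 2.4e-07, adjusted p = 0.316 with an estimated correlation) and granule cell markers (median 0.47, or 0.34 with genes near 0 counts at their bound, adjusted p = 0.000773, adjusted p = 0.257 with an estimated correlation). In all, 131 genes rose and 76 fell among 13280 tested. The counts were 69 and 11 without EC App KI replicate 1, 0 and 0 without EC WT replicate 2 (edgeR, 1635 at an unadjusted p under 0.05), and 0 and 2 without EC App KI replicate 2. DESeq2 called 289 up and 124 down, of which edgeR shared 189.

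In EC OPCs the glucocorticoid response gene Zbtb16 rose by 1.57 ± 0.22 (SE, adjusted p = 0.000131, n = 2 libraries per group), Hif3a by 2.54 ± 0.68 (adjusted p = 0.0485) and Fkbp5 by 0.96 ± 0.21 (adjusted p = 0.0116). Of 16 measured genes of this list 4 rose (8 adjusted over the list alone, median 0.51, adjusted p = 5.03e-09, adjusted p = 0.106 with an estimated correlation). The phagocytic receptor Mertk rose by 1.21 ± 0.17, and Apoe fell by 1.85 (SE 0.17, adjusted p = 9.48e-08), from 2222 ± 259 to 616 ± 155 CPM (SD). Genes of APP processing were lower (4 of 22 fell, also adjusted over the list alone, median -0.11, adjusted p = 5.68e-06, adjusted p = 0.133 with an estimated correlation), among them Clu (-1.09), Itm2b (-1.33 ± 0.18) and Aplp2 (-0.63). No OPC identity gene of 18 passed with edgeR (median 0.20, adjusted p = 0.057). In all, 109 genes rose and 95 fell among 10837 tested. The counts were 185 and 129 without DCN App KI replicate 1, 75 and 59 without EC WT replicate 1, 48 and 53 without EC App KI replicate 1, 20 and 32 without EC WT replicate 2, and 63 and 50 without EC App KI replicate 2. Neuronal genes in general were higher in App KI OPCs (3 of 20 rose, median 0.37, adjusted p = 1.63e-06, adjusted p = 0.258 with an estimated correlation). Cortical markers (median 0.28, adjusted p = 0.000598, adjusted p = 0.228 with an estimated correlation) and granule cell markers (median 0.28, adjusted p = 0.0106, adjusted p = 0.354 with an estimated correlation) were higher too.

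In EC endothelial cells 3 genes rose in App KI and none fell, all regulators of transcription that respond to stress or inflammation. Maff rose by 3.01 ± 0.44 (SE, adjusted p = 0.0354), from 5.96 ± 1.66 to 53.1 ± 6.04 CPM (SD, n = 2), Atf3 by 2.53 ± 0.34 (adjusted p = 0.0312) and Arid5a by 2.20 ± 0.33 (adjusted p = 0.0354). Among 11533 tested genes 1402 had an unadjusted p under 0.05, and DESeq2 called 51 up and 11 down but none of the 3. Blood-brain barrier genes were higher as a list, 21 of 21 with a positive fold change, and none passed over all genes (10 adjusted over the list alone, median 0.76, adjusted p = 3.67e-13, adjusted p = 0.258 with an estimated correlation), among them the transporter genes Slc2a1 (1.24, adjusted p = 0.173) and Mfsd2a (1.01, adjusted p = 0.183). Endothelial activation genes such as Icam1 (2.21, adjusted p = 0.273) were higher without a call (5 of 11 adjusted over the list alone, median 1.13, adjusted p = 8e-06, adjusted p = 0.258 with an estimated correlation). The same held for NF-kB genes (6 of 26 adjusted over the list alone, median 0.66, adjusted p = 1.79e-05, adjusted p = 0.14 with an estimated correlation). Immediate early and stress genes were higher as well (1 of 29 rose, 7 adjusted over the list alone, median 0.63, adjusted p = 6.75e-08, adjusted p = 0.151 with an estimated correlation). Mitochondrially encoded genes (median -0.35, adjusted p = 0.0486, adjusted p = 0.614 with an estimated correlation) were lower. So were neuronal genes in general (16 of 20 negative, median -0.41, adjusted p = 0.00209, adjusted p = 0.496 with an estimated correlation) and cortical markers (18 of 20 negative, median -0.23, adjusted p = 0.0185, adjusted p = 0.485 with an estimated correlation). Without DCN WT replicate 1 the counts were 63 and 15, without DCN WT replicate 2 they were 65 and 15, and no gene passed without EC WT replicate 2 (680 at an unadjusted p under 0.05) or without EC App KI replicate 2 (795).

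In all 7 classes of EC nuclei, short genes were lower and long genes higher in App KI. Genes under 10 kb took 16.8% ± 0.50 of astrocyte UMIs in App KI and 21.3% ± 2.24 in WT (SD, n = 2), 14.3% ± 0.35 against 18.1% ± 0.76 in oligodendrocytes, and 12.1% ± 0.38 against 13.5% ± 0.04 in microglia. Both App KI libraries lay below both WT libraries in 7 of 7 classes in EC, with Spearman's rho of the fold change with gene length, across genes, from 0.204 in endothelial cells to 0.628 in GABAergic and glycinergic neurons. In DCN the share differed by -0.53 to 0.92 points between the genotypes. In 1 of 7 classes there, GABAergic and glycinergic neurons, both App KI libraries also lay below both WT libraries (means of 14.6% and 15.1%). Of 64 genes called in at least 4 of the 7 classes in EC, 51 were lower (median length 7.9 kb) and 13 were higher (448.7 kb). The lower ones included Ubb (2.0 kb), Itm2b (23.1 kb) and Cmss1, which is long (304.9 kb) and goes against the length pattern. With the length trend of each library removed, 192 genes rose and 126 fell in microglia. In astrocytes 92 rose and 107 fell, in oligodendrocytes 13 and 37, and in OPCs 20 and 53. Dkk2, Lpl and Csf1 in microglia, C4b, Apoe and Stat3 in astrocytes, and Fkbp5, Sgk1, Zbtb16 and Aim2 in oligodendrocytes stayed past the threshold. Clu, Osmr, Cd9 and Fkbp5 in astrocytes, C4b (adjusted p = 0.052) and Apoe (adjusted p = 0.052) in oligodendrocytes, Fkbp5 and Hif3a in OPCs, and Itm2b and Ltc4s in microglia did not.

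**Figure D3:**
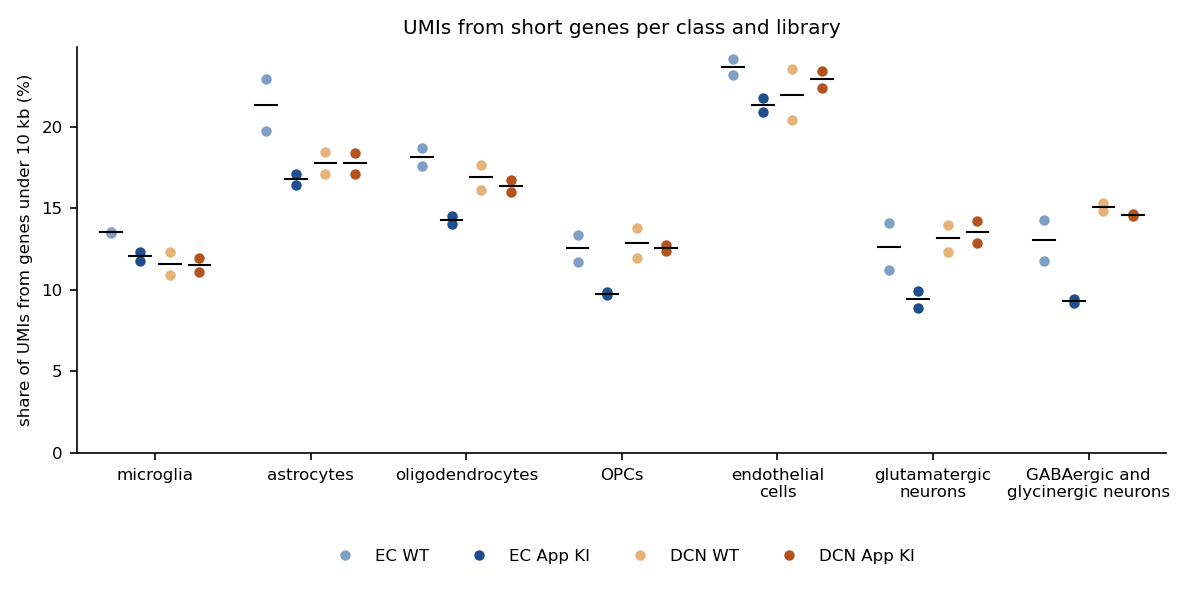
Share of UMIs from genes under 10 kb (percent) per class and library, with 1 point per library and lines at the group means. In EC both App KI libraries lie below both WT libraries in all 7 classes, as in astrocytes with means of 16.8% and 21.3%.

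DCN microglia of App KI mice were compared with those of WT mice to ask whether glia respond in a region with few plaques. Dkk2 was at least 22.3-fold higher in App KI, with no count in WT, and Mamdc2 had a ratio of 38.9 (95% counting interval 6.80 to 1550). Ifi207, a DNA sensor, rose by 2.94 ± 0.41 (SE, adjusted p = 0.0111), from 11.8 ± 0.606 to 89.5 ± 11.1 CPM (SD, n = 2), Fkbp5 by 1.57 ± 0.22 (adjusted p = 0.0141) and the adaptor gene Pag1 by 1.23 ± 0.13 (adjusted p = 0.000715). In all, 7 genes rose and none fell among 11450 tested with edgeR (860 at an unadjusted p under 0.05, DESeq2 19 in all). The counts were 11 and 1 without EC App KI replicate 1, 4 and 11 without DCN WT replicate 2, and 11 and 2 without EC App KI replicate 2. Disease-associated genes were higher, 33 of 35 with a positive fold change (1 rose, 16 adjusted over the list alone, median 0.64, adjusted p = 2.04e-25, adjusted p = 0.14 with an estimated correlation). Lpl (2.20 ± 0.42, adjusted p = 0.1), Csf1 (2.73 ± 0.49, adjusted p = 0.1) and Axl (1.14 ± 0.44, adjusted p = 0.552) did not pass. Interferon response genes were higher in 37 of 38 (1 rose, 28 adjusted over the list alone, median 0.90, adjusted p = 7.98e-38, adjusted p = 0.116 with an estimated correlation). Homeostatic genes did not differ as a list (median -0.04, adjusted p = 0.807). Markers of granule cells (median -1.24, adjusted p = 4.57e-11, adjusted p = 0.249 with an estimated correlation), neuronal genes in general (median -0.97, adjusted p = 7.23e-13, adjusted p = 0.151 with an estimated correlation) and markers of oligodendrocytes (median -0.56, adjusted p = 5.72e-05, adjusted p = 0.258 with an estimated correlation) were lower in the App KI microglia. The oligodendrocyte markers turned with doublets kept (adjusted p = 0.64) and did not pass without DCN App KI replicate 1 (adjusted p = 0.0592). DCN WT replicate 1 held only 86 microglial nuclei.

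Some glucocorticoid response genes rose in other DCN glia, and most did not pass. In DCN oligodendrocytes Sgk1 rose from 124 ± 27.1 to 417 ± 102 CPM (SD, n = 2), a log2 fold change of 1.76 ± 0.20 (SE, adjusted p = 0.00814), Hif3a by 2.10 ± 0.26 (adjusted p = 0.00814) and Fkbp5 by 2.12 ± 0.25 (adjusted p = 0.00823). Zbtb16 (1.81 ± 0.31, adjusted p = 0.181) did not pass. Of 22 measured genes 3 rose (18 adjusted over the list alone, median 0.76, adjusted p = 3.75e-43, adjusted p = 0.0226 with an estimated correlation), the 1 list of the 132 past camera's threshold that kept it with the estimate. Aim2 fell by 2.14 (SE 0.20, adjusted p = 0.00098), as it did in EC oligodendrocytes. It lies near Ifi207, which rose in App KI microglia of both regions, and a shared cause was not tested. In all, 6 genes rose and 2 fell among 13280 tested (701 at an unadjusted p under 0.05, DESeq2 33 in all). The counts were 2 and 1 without DCN App KI replicate 1, 0 and 2 without DCN WT replicate 2, 21 and 12 without DCN App KI replicate 2, and 4 and 1 without EC App KI replicate 2. In DCN OPCs Zbtb16 rose by 2.26 ± 0.24 (adjusted p = 4.11e-06) and Mertk by 1.18 ± 0.19 (adjusted p = 0.00297), and the list was higher (2 of 16 rose, 8 adjusted over the list alone, median 0.74, adjusted p = 4.33e-15, adjusted p = 0.0538 with an estimated correlation). In all 5 genes rose and 2 fell in OPCs, and the counts were 6 and 17 without DCN WT replicate 1, 12 and 4 without EC App KI replicate 1, 16 and 3 without DCN App KI replicate 2, and 12 and 4 without EC App KI replicate 2. In DCN astrocytes Sgk1 rose by 1.93 ± 0.26 (adjusted p = 0.0287), 1 of 24 genes of the list (10 adjusted over the list alone, median 0.54, adjusted p = 1.01e-17, adjusted p = 0.0538 with an estimated correlation). Tiam1 fell by 1.50 (SE 0.18, adjusted p = 0.0166). These were the 2 calls in DCN astrocytes (826 at an unadjusted p under 0.05, DESeq2 9, 213 with doublets kept, 95 without the filter on low counts), against 0 without DCN WT replicate 1 or DCN App KI replicate 1 and 2 and 7 without DCN WT replicate 2. Mitochondrially encoded genes were higher in DCN App KI oligodendrocytes (median 0.47, adjusted p = 0.000128, adjusted p = 0.451 with an estimated correlation), and granule cell markers were lower (median -0.39, adjusted p = 1.7e-09, adjusted p = 0.151 with an estimated correlation). In DCN astrocytes mitochondrially encoded genes were also higher (median 0.45, adjusted p = 3.15e-06, adjusted p = 0.342 with an estimated correlation). Granule cell markers were lower there (median -0.75, adjusted p = 3.53e-12, adjusted p = 0.152 with an estimated correlation) and in DCN OPCs (median -0.41, adjusted p = 0.0104, adjusted p = 0.354 with an estimated correlation).

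**Figure D4:**
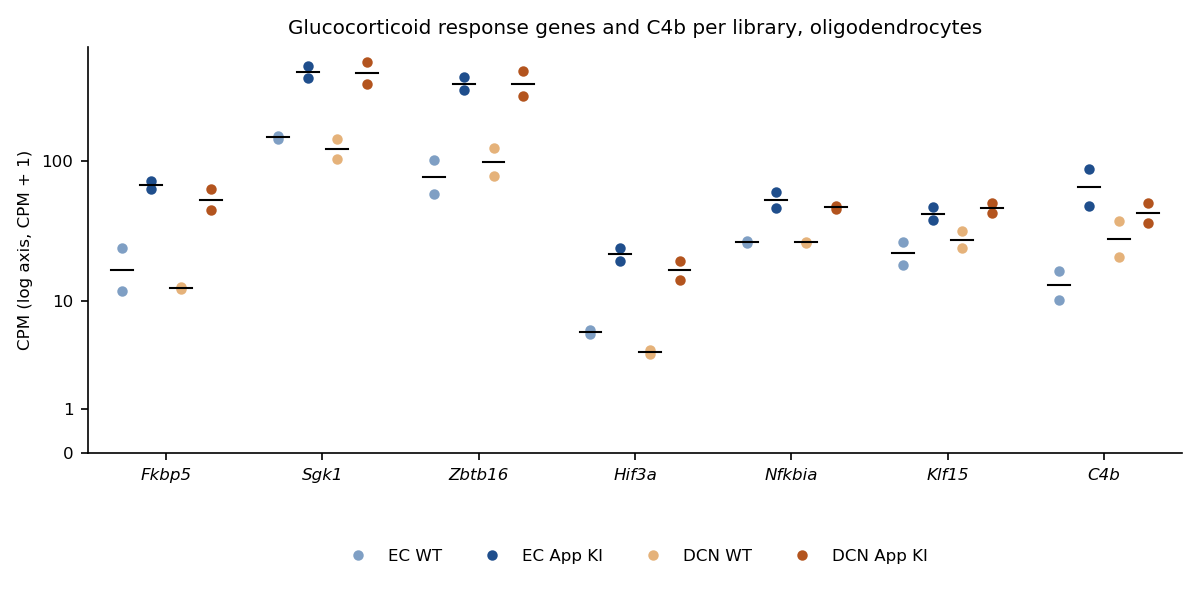
CPM of 6 glucocorticoid response genes and C4b in oligodendrocytes (log axis, CPM + 1), with 1 point per library and bars at the group mean on that axis. The libraries lie for Fkbp5 at 73.0 and 64.7 in EC App KI and 24.6 and 11.9 in EC WT, and at 64.2 and 45.6 in DCN App KI and 12.9 and 12.4 in DCN WT.

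No gene passed in DCN endothelial cells with edgeR at the main settings among 11533 tested (1044 at an unadjusted p under 0.05), whereas DESeq2 called 1 up and 14 down. Genes passed with edgeR without the filter on low counts, with nuclei of at least 1000 UMIs and with the replicate number as a block. Granule cell markers such as Gabra6 (-1.63 ± 0.46, adjusted p = 0.25) were lower in 19 of 19 (16 adjusted over the list alone, median -1.25, adjusted p = 3.1e-22, adjusted p = 0.151 with an estimated correlation). So were neuronal genes in general (median -1.03, adjusted p = 5.61e-15, adjusted p = 0.231 with an estimated correlation) and cortical markers (median -1.09, adjusted p = 3.9e-06, adjusted p = 0.301 with an estimated correlation), the latter turning without DCN WT replicate 2 (adjusted p = 0.664). Interferon response genes were higher in 45 of 45 (none adjusted over the list alone, median 0.71, adjusted p = 1.79e-15, adjusted p = 0.258 with an estimated correlation). Zbtb16 (2.15 ± 0.35, adjusted p = 0.12) and Fkbp5 (1.28, adjusted p = 0.435) were higher without passing. Without DCN WT replicate 1 the counts were 32 and 130, and without DCN App KI replicate 1 they were 2 and 40.

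The App KI effects of EC and DCN were then tested against each other. In astrocytes 4 genes had a higher and 2 a lower effect in EC, and none passed with the replicate number as a block (edgeR). Apoe fell in EC and not in DCN, a difference of -1.61 ± 0.24 (SE, log2, adjusted p = 0.0455, n = 2 libraries per group), and Tiam1 showed the opposite order, at 1.93 ± 0.25 (adjusted p = 0.0353). The 6 calls became 0 without DCN WT replicate 1, DCN App KI replicate 1, DCN App KI replicate 2 or EC App KI replicate 2, 1 without EC WT replicate 1 and 2 without EC WT replicate 2. They became 47 without EC App KI replicate 1 and 29 without DCN WT replicate 2. With edgeR no gene passed in microglia (791 at an unadjusted p under 0.05, DESeq2 60 up) or oligodendrocytes (946 at an unadjusted p under 0.05, DESeq2 34 up and 10 down). In microglia counts were 3 without DCN WT replicate 1, 24 without EC WT replicate 1, 8 without EC App KI replicate 1 and 48 without DCN WT replicate 2, and in oligodendrocytes 23 without EC WT replicate 1. The disease-associated genes of microglia had a higher App KI effect in EC (median difference 0.45, adjusted p = 0.000441, adjusted p = 0.552 with an estimated correlation). The effect was lower in EC for homeostatic genes (-0.37, adjusted p = 2e-06, adjusted p = 0.552 with an estimated correlation) and interferon response genes (-0.33, adjusted p = 0.000249, adjusted p = 0.552 with an estimated correlation). The glucocorticoid effect did not differ between the regions in oligodendrocytes (-0.06, adjusted p = 0.879), astrocytes (-0.09, adjusted p = 0.409) or microglia (-0.07, adjusted p = 0.879). Reactive astrocyte genes did not pass (0.09, adjusted p = 0.22) but did with the length trend removed (0.10, adjusted p = 0.0251, adjusted p = 0.501 with an estimated correlation). Interferon genes did not pass in astrocytes, with a median of 0.16 and a test that pointed down (adjusted p = 0.879).

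Across the 238 genes called in EC microglia, the App KI fold changes of EC and DCN had a Pearson's r of 0.68 (Spearman's rho 0.668), and 81.9% had the same sign. The values were 0.524 (0.395) over 370 genes in astrocytes, of which 65.9% had the same sign, and 0.572 (0.461) over 207 genes in oligodendrocytes, of which 79.2% did. Over all tested genes r was 0.243 in microglia (57.7% with the same sign, r down to 0.128 with 1 library left out), 0.103 in astrocytes (53.6%, down to 0.028) and 0.201 in oligodendrocytes (58.5%, down to 0.102). Over genes of at least 50 CPM it was 0.229 in astrocytes and 0.416 in oligodendrocytes. Genes are not independent replicates, so no p is given, and the 2 comparisons shared no library. By the study's count of mice the regions share animals.

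WT microglia of DCN were compared with those of EC. Spp1 was higher in DCN with a ratio of 206 (95% counting interval 35.9 to 8240) in microglia and 57.8 (15.1 to 491) in OPCs. The source of its RNA was not tested. Axl (ratio 27.3, 8.52 to 140) and Samd9l (76.6, 12.7 to 3130) were higher. The MHC class I gene H2-D1 rose by 1.99 ± 0.23 (SE, adjusted p = 0.000759), from 39.5 ± 6.49 to 151 ± 28.5 CPM (SD, n = 2). Of 38 interferon response genes 12 were higher in DCN and none lower (24 adjusted over the list alone, median 1.03, adjusted p = 1.27e-21, adjusted p = 0.219 with an estimated correlation), with Ifi204 (3.54 ± 0.50), Sp100 (2.45 ± 0.32, adjusted p = 0.00177) and Stat2 (1.29) among them. Of 17 MHC class I genes 5 were higher (8 adjusted over the list alone, median 1.01, adjusted p = 3.04e-13, adjusted p = 0.224 with an estimated correlation), including B2m (1.02 ± 0.16, adjusted p = 0.00413) and Nlrc5 (2.81). The cytokines Tnfsf13b (1.96) and Tnfsf8 (3.64) were higher and Cx3cl1 (-2.47), a neuronal product, was lower (3 up and 1 down of 34, 4 and 1 adjusted over the list alone, median 0.13, adjusted p = 0.009, adjusted p = 0.354 with an estimated correlation). Homeostatic Fcrls (-1.77 ± 0.21), Upk1b (-2.18) and Ltc4s (-0.79) were lower, 3 of 30 (4 adjusted over the list alone, median -0.15, adjusted p = 0.031, adjusted p = 0.681 with an estimated correlation). The list turned without EC WT replicate 2 (adjusted p = 0.994) and did not pass without DCN WT replicate 1 (adjusted p = 0.211) or with the length trend removed (adjusted p = 0.0565). Of 9 genes that the study names for DCN microglia 5 were higher (6 adjusted over the list alone, median 1.37, adjusted p = 2.8e-14, adjusted p = 0.153 with an estimated correlation), which is not independent evidence. Markers of other cells differed as well, and the source of their RNA was not tested. Oligodendrocyte markers were higher in DCN microglia (10 of 13, median 2.31, adjusted p = 3.79e-30, adjusted p = 0.106 with an estimated correlation). Granule cell markers such as Gabra6 were higher (6 up and 1 down of 18, median 1.87, adjusted p = 1.47e-12, adjusted p = 0.228 with an estimated correlation). Cortical markers such as Camk2a (-3.04) were lower (9 of 18, median -1.67, adjusted p = 3.96e-14, adjusted p = 0.151 with an estimated correlation). Mitochondrially encoded genes were lower in DCN too (13 of 13 negative, median -1.10, adjusted p = 9.71e-06, adjusted p = 0.367 with an estimated correlation). Markers of peripheral immune cells were higher (6 of 6 positive, median 2.40, or 1.97 with genes near 0 counts at their bound, adjusted p = 0.0449, adjusted p = 0.475 with an estimated correlation). In all, 153 genes were higher and 259 lower in DCN among 11450 tested. The counts were 116 and 102 without DCN WT replicate 1, 45 and 60 without EC WT replicate 1, and 87 and 59 without DCN WT replicate 2.

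WT astrocytes differed between the regions in 1820 genes higher and 2101 lower in DCN among 14938 tested (1127 and 1227 without EC WT replicate 1). Pax3 was at least 866-fold higher in DCN astrocytes, at 335 ± 21.6 CPM (SD, n = 2) and with no count in EC (chromosome 1, 78101267 to 78197134, mm10), and Irx5 at least 318-fold. Otx1 was at least 108-fold lower, and Emx2 was lower with a ratio of 662 (95% counting interval 119 to 26200). The glutamate transporter genes Slc1a3 (-2.30 ± 0.18, SE) and Slc1a2 (-1.55) were lower, and the water channel gene Aqp4 was higher (1.98). Homeostatic astrocyte genes went both ways, 9 of 22 up and 7 down (median -0.009, adjusted p = 0.723). Of 20 reactive genes 10 were higher and 3 lower in DCN (11 and 3 adjusted over the list alone, median 0.80, adjusted p = 0.00182, adjusted p = 0.258 with an estimated correlation), with Cd44 (3.27) and Vim (1.17) up and Osmr (-1.78) down. Of 35 interferon response genes 18 were higher and 1 lower (21 and 1 adjusted over the list alone, median 0.97, adjusted p = 0.000482, adjusted p = 0.475 with an estimated correlation), with Trim30a (2.92 ± 0.42), Oasl2 (3.83), Bst2 (2.27) and Ifit1 (3.14 ± 0.72, adjusted p = 0.00523) up and Rtp4 (-0.93) down. MHC class I genes were higher (5 of 15, also adjusted over the list alone, median 0.66, adjusted p = 0.0491, adjusted p = 0.453 with an estimated correlation). Of 13 genes that the study names for DCN astrocytes 12 were higher (13 adjusted over the list alone, median 2.92, adjusted p = 1.85e-08, adjusted p = 0.211 with an estimated correlation), which is not independent evidence. Immediate early and stress genes such as Egr1 (-3.71) and Junb (-3.63) were lower in DCN (19 of 28, 21 adjusted over the list alone, median -1.34, adjusted p = 8.72e-08, adjusted p = 0.106 with an estimated correlation). Mitochondrially encoded genes were lower in 12 of 13 (median -1.20, adjusted p = 6.62e-05, adjusted p = 0.409 with an estimated correlation). Oligodendrocyte markers were higher in 11 of 13 (median 1.40, adjusted p = 1.67e-07, adjusted p = 0.258 with an estimated correlation). Cortical markers (3 up and 12 down of 20, median -1.97, adjusted p = 2.47e-10, adjusted p = 0.153 with an estimated correlation) and neuronal genes in general (2 up and 10 down of 20, median -1.27, adjusted p = 4.82e-05, adjusted p = 0.271 with an estimated correlation) were lower. Granule cell markers were higher (9 up and 5 down of 19, median 0.61, adjusted p = 0.0182, adjusted p = 0.453 with an estimated correlation).

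**Figure D5:**
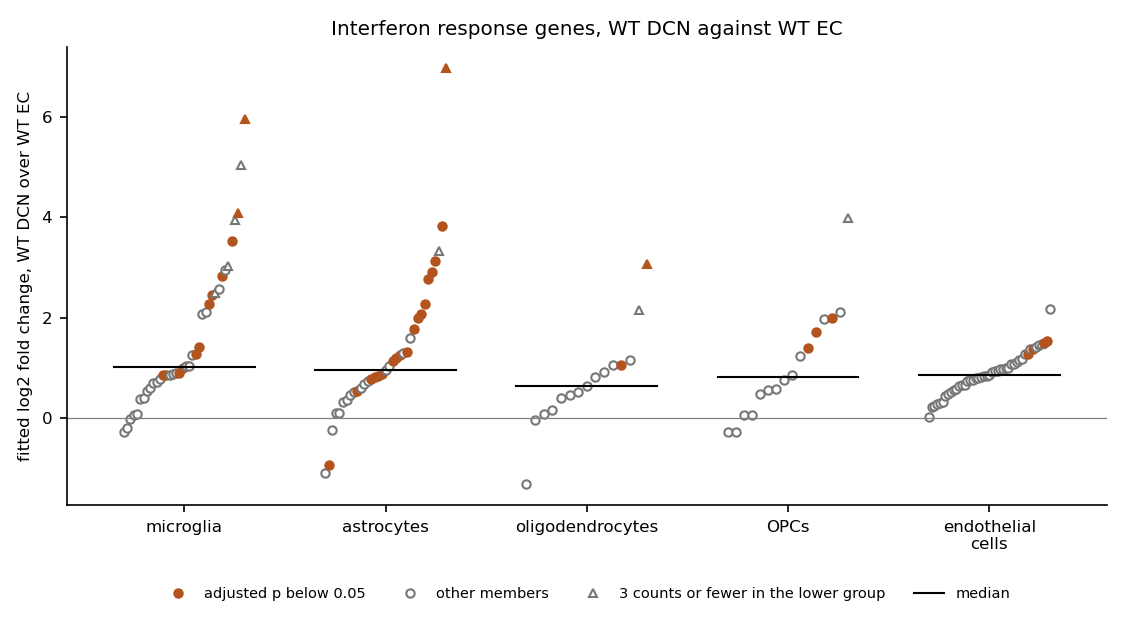
Log2 fold change of interferon response genes, WT DCN against WT EC, in 5 classes, with 1 point per measured gene and lines at the median. Triangles mark genes with 3 counts or fewer in the lower group, and the medians lie at 1.03 in microglia, 0.97 in astrocytes and 0.86 in endothelial cells.

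WT oligodendrocytes of DCN held more RNA of the protease gene Klk6 than those of EC (4.32 ± 0.43, SE, adjusted p = 0.000264), at 146 ± 22.1 against 7.86 ± 4.93 CPM (SD, n = 2). Cachd1 (3.14 ± 0.19, adjusted p = 4.18e-06) and Adgrg6 (3.30) were higher too, and Pde1a (-4.99) was lower. Myelin genes were higher in DCN, 8 of 23 with Mag (0.62) among them (9 adjusted over the list alone, median 0.29, adjusted p = 0.000308, adjusted p = 0.268 with an estimated correlation). Of 15 genes of disease-associated oligodendrocytes 4 were higher (also adjusted over the list alone, median 0.39, adjusted p = 0.00789, adjusted p = 0.314 with an estimated correlation), among them Apod (1.27). Genes of APP processing were higher as well (9 up and 1 down of 23, 9 and 2 adjusted over the list alone, median 0.32, adjusted p = 0.0153, adjusted p = 0.207 with an estimated correlation), with Bace1 (0.64) among them. Cortical markers were lower in 16 of 20 (median -2.46, adjusted p = 7.51e-20, adjusted p = 0.192 with an estimated correlation), and the source of their RNA was not tested. Neuronal genes in general were lower in 19 of 20 (median -1.94, adjusted p = 1.19e-24, adjusted p = 0.159 with an estimated correlation). Granule cell markers were higher (8 up and 3 down of 19, median 0.46, adjusted p = 0.0151, adjusted p = 0.316 with an estimated correlation). They turned without genes prone to come from other cells (adjusted p = 0.715). Of 15 interferon response genes 2 were higher (1 adjusted over the list alone, median 0.64, adjusted p = 0.0174, adjusted p = 0.321 with an estimated correlation). Mitochondrially encoded genes were lower (13 of 13 negative, median -1.27, adjusted p = 0.000458, adjusted p = 0.478 with an estimated correlation). In all, 790 genes were higher and 1602 lower in DCN among 13280 tested, against 420 and 1074 without DCN WT replicate 1 and 276 and 684 without EC WT replicate 1.

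WT OPCs of DCN carried Pax3 at a level at least 95.9-fold above EC, and Hes5, a target of Notch signalling, was lower with a ratio of 50.7 (95% counting interval 17.2 to 247). OPC identity genes were higher in DCN, 7 of 18 with Neu4 (1.77) and Vcan (1.21) among them (9 adjusted over the list alone, median 0.35, adjusted p = 3.15e-06, adjusted p = 0.235 with an estimated correlation). Of 16 interferon response genes 3 were higher (6 adjusted over the list alone, median 0.82, adjusted p = 0.000598, adjusted p = 0.342 with an estimated correlation). Cortical markers (median -1.40, adjusted p = 3.42e-08, adjusted p = 0.153 with an estimated correlation), neuronal genes in general (median -0.51, adjusted p = 3.12e-08, adjusted p = 0.258 with an estimated correlation) and mitochondrially encoded genes (median -0.68, adjusted p = 0.043, adjusted p = 0.632 with an estimated correlation) were lower. The mitochondrial genes turned without EC WT replicate 1, and did not pass without DCN WT replicate 1 or any App KI library. They also failed with the replicate number as a block (adjusted p = 0.0868) and with the length trend removed (adjusted p = 0.109). They passed with RLE factors, no filter on low counts, doublets kept, and genes prone to come from other cells left out. Granule cell markers were higher (median 0.31, adjusted p = 0.00468, adjusted p = 0.341 with an estimated correlation). In all, 357 genes were higher and 392 lower among 10837 tested, against 151 and 192 without EC WT replicate 1 and 135 and 135 without DCN WT replicate 2.

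In WT endothelial cells 45 of 45 interferon response genes had a higher mean in DCN, and 4 passed (12 adjusted over the list alone, median 0.86, adjusted p = 4.38e-13, adjusted p = 0.229 with an estimated correlation), among them Sp100 (1.55) and Isg15 (1.50). The chemokine Cxcl12 (1.24) and Csf1 (1.92) were higher too. Markers of neighbouring cells differed, with the granule cell gene Gabra6 at least 67.9-fold higher and oligodendrocyte markers higher in 11 of 13 (median 2.22, adjusted p = 1.72e-18, adjusted p = 0.188 with an estimated correlation). Cortical markers (median -1.70, adjusted p = 1.34e-18, adjusted p = 0.118 with an estimated correlation), neuronal genes in general (median -1.20, adjusted p = 4.05e-12, adjusted p = 0.247 with an estimated correlation) and mitochondrially encoded genes (median -0.57, adjusted p = 0.00621, adjusted p = 0.483 with an estimated correlation) were lower. Blood-brain barrier genes were higher as a list and none passed over all genes with edgeR (6 of 21 adjusted over the list alone, median 0.60, adjusted p = 2.42e-06, adjusted p = 0.399 with an estimated correlation). In all, 124 genes were higher and 246 lower in DCN among 11533 tested. The counts were 37 and 142 without EC WT replicate 1, 174 and 455 without DCN WT replicate 2, and 29 and 40 without EC WT replicate 2.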

Values the study reported

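The study kept 83,332 nuclei after filtering, an average of 20,833 for each of its 4 conditions. Its analysis of microglia used 4167 nuclei.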

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

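The tests of depth, of mitochondrial transcripts, of the length trend in glucocorticoid genes, of stress genes and of RNA from other cells in microglia and endothelial cells were chosen after the results they bear on were seen, as was the removal of the length trend.

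In astrocytes the App KI effect differed between EC and DCN in 6 genes by a test of the difference itself (log2, EC minus DCN, SE, edgeR). The difference was -1.61 ± 0.24 for Apoe (adjusted p = 0.0455), -1.36 ± 0.19 for Bsg (0.0455), 1.95 ± 0.30 for Cdo1 (0.0455), 1.86 ± 0.28 for Eprs (0.0455), 1.93 ± 0.25 for Tiam1 (0.0353) and 1.48 ± 0.23 for Tubgcp3 (0.0455). With the length trend removed Apoe (adjusted p = 0.151) and Bsg (adjusted p = 0.0552) no longer passed and the other 4 did. There was no call with clusters of doublets named (edgeR, 0, 1361 at an unadjusted p under 0.05) or with the replicate number as a block (edgeR). There was 1 call each with RLE factors, with nuclei of at least 1000 UMIs and without genes prone to ambient RNA. DESeq2 made 47 calls, and edgeR made 200 with doublets kept and 334 without the filter on low counts. In microglia the median difference was 0.45 for disease-associated genes, -0.37 for homeostatic genes and -0.33 for interferon response genes. Camera called these 3 lists (adjusted p = 0.000441, 2e-06 and 0.000249), whereas neither an estimated correlation (adjusted p = 0.552 for each) nor fry (adjusted p = 0.494 for each) did. They passed with the length trend removed too (adjusted p = 7.06e-05, 5.8e-06 and 0.00293).

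The first pattern is the lower share of short genes and the higher level of long genes in the EC App KI libraries, in 7 of 7 classes. Depth per nucleus is argued against, since in 6 of the 7 classes, endothelial cells being the exception, the median UMI counts of both App KI libraries did not lie on 1 side of those of both WT libraries. A loss of cytoplasmic RNA that takes mitochondrial transcripts along stays open, because mitochondrially encoded genes lay above other short genes by over 0.2 (log2) in 4 of 5 glial and vascular classes, but in 0 of them did both App KI libraries lie above both WT libraries. A preparation step that also varies between replicates stays open as well, since the log2 ratio of 2 replicates followed gene length with a median absolute rho of up to 0.187 (EC WT). A biological change in the App KI cortex cannot be told apart from these with 2 libraries per group and was not tested further. RNA from other cells was not tested for this pattern.

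The second pattern is the higher level of glucocorticoid response genes in App KI glia of both regions. The gene length trend is not the whole of it, since the list had a median of 0.76 in EC oligodendrocytes with the trend removed (0.60 before). Stress during dissection is argued against for oligodendrocytes. Immediate early and stress genes there had medians of at most -0.008 ± 0.18 (bootstrap SE), against 0.60 and 0.76 for the glucocorticoid genes. In DCN oligodendrocytes the stress genes went both ways (12 of 25 positive), with a mean of 0.27 against 0.89 for the glucocorticoid genes. The medians in DCN microglia were -0.10 ± 0.21 against 0.42 ± 0.17. Stress during dissection stays open for EC astrocytes, where the medians were 0.42 ± 0.14 against 0.45 ± 0.14. It also stays open for EC microglia (0.19 ± 0.10 against 0.24 ± 0.13) and for DCN astrocytes (0.13 ± 0.20 against 0.54 ± 0.12). The time of day at which the mice were killed stays open, because the median signed change of clock genes reached only 0.19 ± 0.18 (log2) in astrocytes and oligodendrocytes and Per2 was higher in EC neurons. The App KI genotype itself and stress of the mice before they were killed were not tested and stay open.

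The third pattern is the higher level of interferon response genes in WT DCN than in WT EC, in 5 classes by camera and in 0 of them with an estimated correlation (adjusted p of 0.219 to 0.475). RNA of either class in the other is argued against for microglia and endothelial cells. Their 16 called genes stood, relative to the other class, at a median of 169 times the level of its markers. The same test, written before its values were seen, gave 42.3 times for the 18 genes called in astrocytes, whose median was 13.4% of the level in microglia or endothelial cells against 0.75% and 0.184% for their markers. Other sources, such as peripheral immune cells, were not tested. No single library carries the order, since both WT DCN libraries lay above both WT EC ones in 5 of 5 classes. The camera call in WT astrocytes did not hold with every library left out. A stress response to sectioning is argued against by immediate early and stress genes, lower in DCN (highest median -0.44). Region coincides with dissection in every library, so a regional state of the cells stays open and was not tested apart from it.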

How the results depend on the processing

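The naming of clusters made mostly of called doublets and the removal of the gene length trend were chosen after the data were seen, and the other alternatives before. With 2 libraries per group, a permutation of libraries cannot give a p below 0.333, and a left-out library leaves 1 in its group, which is then assumed to vary like the other groups. The labels give EC and DCN libraries only the same replicate numbers. By the study's count of mice both regions come from the same animals, but it is not said which libraries would pair, so the block is no test of a known pairing. Between groups, the differences of replicate 1 from replicate 2 correlated from -0.205 (EC App KI and EC WT, microglia) to 0.429 (DCN WT and EC WT, endothelial cells). Only EC and DCN groups of the same genotype could share mice. For these the range was -0.018 (endothelial cells) to 0.366 (oligodendrocytes) in App KI. In WT it was -0.145 (oligodendrocytes) to 0.429 (endothelial cells). The cause of the differences below was not tested.

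Without a filter on low counts, the number of genes changed in App KI EC was 794 in microglia (238 with it), 1163 in astrocytes (370), 851 in oligodendrocytes (207), 359 in OPCs (204), 215 in endothelial cells (3), 1130 in glutamatergic neurons (153) and 2173 in GABAergic and glycinergic neurons (1367). In App KI DCN it was 127 in microglia (7), 95 in astrocytes (2), 182 in oligodendrocytes (8), 41 in OPCs (7) and 220 in endothelial cells (0). Between regions in WT it was 965 in microglia (412) and 834 in endothelial cells (370). Region by genotype it was 193 in microglia (0), 334 in astrocytes (6) and 197 in oligodendrocytes (0). The cytokine list of WT microglia had an adjusted p of 0.136, the homeostatic list of DCN microglia turned (0.868), and so did Trem2 in EC microglia (log2 fold change 0.005).

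With DESeq2, App KI EC had 413 genes in oligodendrocytes, 110 in OPCs, 62 in endothelial cells, 1615 in glutamatergic neurons and 720 in GABAergic and glycinergic neurons. App KI DCN had 19 in microglia, 9 in astrocytes, 33 in oligodendrocytes, 4 in OPCs and 15 in endothelial cells. WT OPCs had 376 between regions (749 with edgeR). Region by genotype DESeq2 called 60 in microglia, 47 in astrocytes and 44 in oligodendrocytes.

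With a replicate block, App KI EC had 344 genes in OPCs, 38 in endothelial cells, 2644 in glutamatergic neurons and 2500 in GABAergic and glycinergic neurons. App KI DCN had 13 in microglia, 1 in astrocytes, 15 in oligodendrocytes, 11 in OPCs and 4 in endothelial cells. The regions of WT differed in 273 genes in microglia and 558 in endothelial cells, and with the block within genotype in 656 and 929. Region by genotype the block gave 1 gene in microglia and 0 in astrocytes by edgeR (1461 at unadjusted p below 0.05, 47 by DESeq2 without it). Trem2 turned in EC microglia (log2 fold change 0.017).

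With doublets kept, App KI EC had 76 genes in oligodendrocytes, 8 in endothelial cells, 17 in glutamatergic neurons and 841 in GABAergic and glycinergic neurons. App KI DCN had 4 in microglia, 213 in astrocytes and 26 in OPCs. WT microglia had 647 between regions, and region by genotype there were 2 in microglia and 200 in astrocytes. The list of oligodendrocyte transcripts turned in DCN microglia (adjusted p = 0.64). With clusters of doublets named, glutamatergic neurons of EC had 261 genes and OPCs of DCN 3. Region by genotype, astrocytes then had 0 by edgeR (1361 at unadjusted p below 0.05, 47 by DESeq2 without those nuclei).

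With the gene length trend removed, App KI EC had 199 genes in astrocytes, 50 in oligodendrocytes, 73 in OPCs, 8 in endothelial cells, 2 in glutamatergic neurons and 357 in GABAergic and glycinergic neurons. DCN microglia had 14, WT microglia 624 between regions, and microglia 3 region by genotype. Trem2 turned in EC microglia (log2 fold change 0.11). Nuclei of at least 1000 UMIs gave 20 genes in EC and 18 in DCN endothelial cells and 1 region by genotype in astrocytes. RLE factors gave 1 region by genotype in astrocytes, and leaving out genes prone to ambient RNA gave 1 there and 1 in DCN astrocytes. Without those genes the granule cell list turned in WT oligodendrocytes (adjusted p = 0.715). Genes of at least 50 CPM raised the correlation of App KI effects between regions to 0.229 in astrocytes (0.103) and 0.416 in oligodendrocytes (0.201).

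With an estimated correlation, camera gave adjusted p values of 0.116 for disease-associated and 0.354 for homeostatic genes in EC microglia, 0.14 for disease-associated genes in DCN microglia, 0.354 for cytokines, 0.219 for interferon response and 0.224 for MHC class I genes in WT microglia, 0.258 for reactive genes in EC astrocytes and 0.475 for interferon response genes in WT astrocytes. Fry gave, in the same order, 0.026 (past the threshold), 0.166, 0.0651, 0.196, 0.0874, 0.088, 0.1 and 0.0947. Of 133 list results, 2 kept their side of the threshold with the estimated correlation, of which 1 had passed it, and 38 did so with fry, 119 without ambient genes, 132 with RLE factors, 128 without the filter, 131 with the block, 126 with doublets kept and 115 without the length trend.

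Leaving out 1 library at a time, the numbers of genes changed in App KI EC were 70 to 356 in microglia, 85 to 403 in astrocytes, 0 to 291 in oligodendrocytes, 52 to 314 in OPCs, 0 to 80 in endothelial cells, 0 to 40 in glutamatergic neurons and 523 to 1750 in GABAergic and glycinergic neurons. In App KI DCN they were 5 to 15 in microglia, 0 to 9 in astrocytes, 2 to 33 in oligodendrocytes, 5 to 23 in OPCs and 0 to 162 in endothelial cells. Between regions in WT they were 105 to 519 in microglia, 2354 to 3919 in astrocytes, 960 to 2352 in oligodendrocytes, 270 to 830 in OPCs and 69 to 629 in endothelial cells. Region by genotype they were 0 to 48 in microglia, 0 to 47 in astrocytes and 0 to 23 in oligodendrocytes. The adjusted p was 0.0505 to 0.982 for homeostatic genes in DCN microglia (turning in direction), 0.000408 to 0.133 for cytokines in WT microglia and 1.5e-06 to 0.0697 for interferon response genes in WT astrocytes. The correlation of App KI effects between regions was 0.128 to 0.267 in microglia, 0.028 to 0.096 in astrocytes and 0.102 to 0.157 in oligodendrocytes. Between regions the adjusted p was 1.61e-16 to 0.552 for mitochondrially encoded genes in OPCs, which turned without EC WT replicate 1, and 2.32e-06 to 0.994 for homeostatic genes in microglia, which turned without EC WT replicate 2. It was 9.43e-14 to 0.664 for cortical glutamatergic genes in DCN endothelial cells, which turned without DCN WT replicate 2. In EC microglia the log2 fold change was -0.65 to 0.47 for Apoe, -0.49 to 0.59 for Trem2 and -0.19 to 0.57 for Tyrobp. Apoe turned without replicate 1 of either group, Trem2 without EC App KI replicate 1 and without EC WT replicate 2, and Tyrobp without EC WT replicate 1.

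Of 335 gene results, 311 kept direction and side of the threshold with the block, 329 with RLE factors, 317 without the filter, 296 with doublets kept, 324 at 1000 UMIs, 315 with clusters of doublets named and 277 without the length trend. DESeq2 kept 257 of 294. With 1 library left out, 2011 of 2572 values did and 545 were no longer past the threshold, and of 307 called genes 181 were lost at least once. The change in the share of microglia kept its direction throughout.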

Other observations

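The tests of neurons were planned before the data were examined, and the removal of the length trend was chosen afterwards.

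EC neurons of App KI mice held less RNA of the neuropeptide gene Cck and more of the clock gene Per2. In glutamatergic neurons Cck fell by 1.71 (SE 0.12, adjusted p = 0.0235), from 222 ± 13.1 to 68.0 ± 5.32 CPM (SD, n = 2), and Per2 rose by 1.06 ± 0.12 (adjusted p = 0.0335). Hspa8 fell by 1.41 and Tubb2a by 1.45, and Maml3 rose by 1.56. Cck, Hspa8 and Tubb2a were each called lower in 5 of the 7 EC classes, and so not in neurons alone. In all, 40 genes rose and 113 fell among 18399 tested with edgeR, and DESeq2 called 1615. The counts were 1 and 13 without EC WT replicate 1, 0 and 0 without EC App KI replicate 1, 1 and 39 without EC WT replicate 2 and 0 and 0 without EC App KI replicate 2. With the length trend removed 0 rose and 2 fell (edgeR, 3032 at an unadjusted p under 0.05).

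In GABAergic and glycinergic neurons of EC, 3 of the genes that fell in App KI are named here by choice after their values were seen, and no list that holds them was tested. Atf5 fell by 1.82 (SE 0.24, adjusted p = 0.000495), the asparagine synthetase gene Asns by 1.66 (SE 0.17, adjusted p = 3.95e-05), from 38.8 ± 3.40 to 12.2 ± 0.526 CPM (SD, n = 2), and the folate enzyme gene Mthfd2 by 1.62 (SE 0.17, adjusted p = 6.97e-05). Cck fell by 1.61 (SE 0.13, adjusted p = 5.39e-06) and Hspa8 by 1.69, while the matrix gene Fndc1 rose by 1.20 and Per2 by 0.93 ± 0.18 (adjusted p = 0.00629). In all, 581 genes rose and 786 fell among 14238 tested, against 216 and 413 without EC App KI replicate 1 and 181 and 342 without EC App KI replicate 2. With the length trend removed 123 rose and 234 fell.

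YFP had 2 UMIs in DCN App KI replicate 1 and 1 UMI in DCN WT replicate 1, each below 3, the number of UMIs taken as the upper limit for a true count of 0.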
